# RUNX1, an androgen- and EZH2-regulated gene, has differential roles in AR-dependent and -independent prostate cancer

**DOI:** 10.18632/oncotarget.2949

**Published:** 2014-12-10

**Authors:** Ken-ichi Takayama, Takashi Suzuki, Shuichi Tsutsumi, Tetsuya Fujimura, Tomohiko Urano, Satoru Takahashi, Yukio Homma, Hiroyuki Aburatani, Satoshi Inoue

**Keywords:** RUNX1, androgen receptor, EZH2, prostate cancer

## Abstract

Androgen receptor (AR) signaling is essential for the development of prostate cancer. Here, we report that runt-related transcription factor (RUNX1) could be a key molecule for the androgen-dependence of prostate cancer. We found *RUNX1* is a target of AR and regulated positively by androgen. Our RUNX1 ChIP-seq analysis indicated that RUNX1 is recruited to AR binding sites by interacting with AR. In androgen-dependent cancer, loss of RUNX1 impairs AR-dependent transcription and cell growth. The *RUNX1* promoter is bound by enhancer of zeste homolog 2 (EZH2) and is negatively regulated by histone H3 lysine 27 (K27) trimethylation. Repression of RUNX1 is important for the growth promotion ability of EZH2 in AR-independent cells. In clinical prostate cancer samples, the RUNX1 expression level is negatively associated with EZH2 and that RUNX1 loss correlated with poor prognosis. These results indicated the significance of RUNX1 for androgen-dependency and that loss of RUNX1 could be a key step for the progression of prostate cancer.

## INTRODUCTION

Prostate cancer is the most frequently diagnosed cancer in men [1]. Androgen and its cognate receptor, the androgen receptor (AR), are involved in prostate oncogenesis through the transcriptional regulation of target gene networks [2]. To determine the genomic distribution of AR binding sites, it is important to consider binding sites for AR collaborating transcription factors such as FOXA1 [3, 4], NKX3-1 [5], GATA2, OCT1 [3] and members of the ETS family of transcription factors [6, 7].

Androgen-deprivation therapy is a standard treatment for prostate cancer and efficiently inhibits the growth of androgen-dependent tumors. Unfortunately, the majority of these cancers become refractory to hormone deprivation therapy and emerges as castration-resistant. Such castration-resistant prostate cancer (CRPC) is a significant clinical challenge, and investigation into the biologic mechanisms that contribute to tumor regrowth is of critical importance [1]. Mechanisms of castration-resistance can be grouped into two categories. The first is enhancement of AR signaling caused by mutation, amplification of the *AR* gene or other mechanisms that allow for the activation of AR even with castration levels of serum testosterone [1, 8-10]. The other group uses a mechanism to bypass AR signaling pathways [11], which allows cancer cells to survive in the absence of androgen-dependent or -independent AR activation. For example, cells that lack AR expression or had repressed AR signaling have been reported in large numbers of metastatic tumors derived from prostate cancer patients [12].

The runt-related transcription factor (RUNX) family consists of transcription factors such as *RUNX1, RUNX2,* and *RUNX3*. Each is capable of forming heterodimers with the common core-binding factor (CBF) β subunit [13]. RUNX-CBFβ heterodimers bind to their consensus target sequence, TGT/CGGT, and either activate or repress the transcription of target genes. Interestingly, each RUNX protein has differential function. RUNX1 is essential for hematopoiesis [14], RUNX2 for osteogenesis [15] and RUNX3 for neurogenesis [16]. In addition, *RUNX* genes are associated with different types of malignancy, and they function as both oncogenes and tumor suppressors in a tissue-specific manner [13].

In the present study, we demonstrated the molecular mechanism and clinical significance of RUNX1 expression in prostate cancer. By genome-wide analysis of AR-binding sites (ARBSs), we identified *RUNX1* as an AR target gene that is induced by androgens. RUNX1 expression is necessary for AR signaling and androgen-dependent prostate cancer cell proliferation. Furthermore, we showed that RUNX1 expression is correlated with a good prognosis for prostate cancer patients. Enhancer of zeste homolog 2 (EZH2), which is a major contributor to androgen-independent signaling in prostate cancer [17], represses *RUNX1* transcription, and the expression of RUNX1 is negatively associated with EZH2 in clinical samples. We also observed that repression of RUNX1 by EZH2 enhanced androgen-independent prostate cancer cell growth. Taken together, our results showed that RUNX1 plays a critical role in androgen-dependent and –independent prostate cancer cell growth. Our findings also highlighted the significance of RUNX1 loss in the progression of prostate cancer.

## RESULTS

### RUNX1 is a direct target of AR and interacts with AR

We previously reported the global analysis of androgen signaling by mapping ARBSs and androgen-regulated transcripts [18, 19, 20]. Using quantitative reverse transcriptase-PCR (qRT-PCR) analysis, we found that RUNX1 is highly induced by R1881 10 nM treatment in LNCaP cells (more than 50-fold following 48 h of treatment) (Fig.1A). RUNX1 protein levels were also increased as demonstrated by western blot analysis (Fig.1A). Two robust AR binding sites were identified around the *RUNX1* locus, one (ARBS #1) is 50 kb downstream and the other (ARBS #2) is 200 kb upstream (Fig.1B, Supplementary Fig.1A) by AR Chromatin immunoprecipitation and sequencing (ChIP-seq). In addition, RUNX1 upregulation by DHT treatment was also observed and this induction was inhibited by short interference RNA (siRNA) targeting AR-treatment (Supplementary Fig.1B, C). We also confirmed RUNX1 induction by androgen in other AR positive prostate cancer cells (Supplementary Fig.1D). Next, we investigated histone modification patterns in the *RUNX1* locus by ChIP-seq (Fig.1B, Supplementary Fig.1E). *RUNX1* has two distinct transcriptional start sites (TSSs: Promoter 1 and 2), and we found that promoter 2 is occupied with highly acetylated histone H3 by ChIP-seq analysis. Although both ARBSs are modified with monomethylation of histone H3K4, an active enhancer mark, we showed that ARBS #1 has a highly androgen-dependent transcriptional activity by luciferase assay (Fig.1C). Highly acetylated histone modification was observed only in the promoter 2 of RUNX1 (and not in that of CLIC6) around the ARBS#1, implicating that this region acts as an enhancer for RUNX1 induction (Fig.1B). These results suggest that *RUNX1* is directly regulated by AR binding.

**Figure 1:**
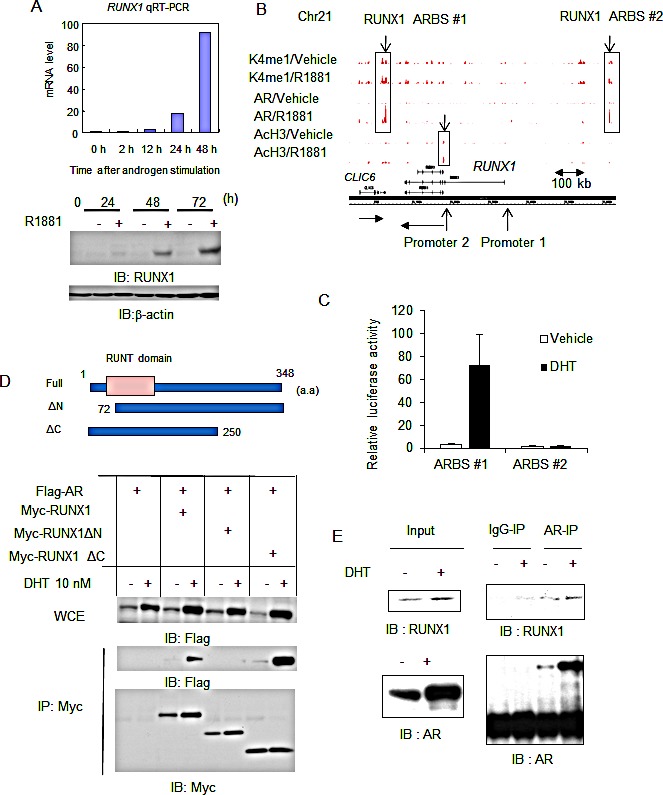
RUNX1, a direct target of AR in prostate cancer cells, interacts with AR androgen-dependently (A) RUNX1 is induced by androgen. LNCaP cells were treated with 10 nM R1881 or vehicle. Expression level of RUNX1 mRNA was measured by qRT-PCR. Data represent mean + s.d., n = 3. Western blot analysis of RUNX1 was performed. β-actin was used as a loading control. (B) ChIP-seq analysis of AR, AcH3 and K4me1 in the *RUNX1* locus. Two ARBSs were identified (ARBS #1 at 60 kb 3′-downstream region, ARBS #2: at 250 kb 5′ -upstream region). Two promoter loci and the direction of transcription were indicated by arrows. (C) Luciferase assay was performed in LNCaP cells. Luciferase vectors including ARBS #1 and #2 were used. Cells were treated with 10 nM DHT or vehicle for 24 h. Data represent mean + s.d., n = 3. (D) (Upper) Three Myc-tagged expression vectors of RUNX1 and deleted RUNX1 variants were constructed. (Lower) Androgen dependent interaction of RUNX1 with AR. 293T cells were transiently transfected with Flag-AR and Myc-RUNX1 and after 24 h incubation cells were treated with vehicle or 10 nM DHT for 24 h. Immunoprecipitation by Myc-antibody and western blot analysis of Flag and Myc was performed. (E) Endogenous interaction of AR with RUNX1. LNCaP cells were treated with vehicle or 10 nM DHT for 24 h. Cell lysates were immunoprecipitated by RUNX1 antibody. Western blot analysis of RUNX1 and AR was performed.

Next, we analyzed the role of RUNX1 in prostate cancer cells and its association with AR. To examine whether AR interacts with RUNX1, we transfected 293T cells with expression vectors of Flag-tagged AR and Myc-tagged RUNX1 and its deletion mutants (Fig.1D, upper). We then performed immunoprecipitation by anti-Myc antibody and immunoblotted with anti-Flag antibody. We observed ligand dependent interaction of AR with RUNX1. When the N-terminal region of RUNX1 was deleted, this interaction was diminished, suggesting the N-terminal domain is responsible for AR interaction (Fig.1D, lower). We also showed the interaction of endogenous AR and RUNX1 in LNCaP cells (Fig.1E). Our results indicate that androgen-regulated RUNX1 interacts with AR that regulates gene transcription.

### Genome-wide analysis of RUNX1 binding sites reveals androgen-dependent recruitment of RUNX1 to ARBSs

We investigated the genome-wide binding of RUNX1 in androgen-dependent transcriptional regulation by ChIP-seq. LNCaP cells were treated with vehicle or DHT for 24 h and then ChIP was performed using a RUNX1 specific antibody. 

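RUNX1 ChIP-seq was performed in LNCaP cells, an androgen-responsive human prostate cancer cell line. In this assay, DNA fragments bound by a protein are precipitated with an antibody and sequenced. There was 1 library from vehicle-treated cells and 1 from cells treated for 24 h with 10 nM DHT, a natural ligand of AR, so no difference between them has a replicate check. The authors deposited the binding sites called in each library by MACS, which compares the reads in a region with the local background. The reads were mapped to hg18, and the submitters' processing notes name CASAVA 1.7 and 1.8.2, Bowtie 0.12.8 and SAMtools. The version of MACS and the control library used for calling are not given in the sources used here. Each site carries the authors' score, −10 times the log10 of its P-value. The deposited lists hold 5967 sites for vehicle and 11651 for DHT and go down to a P-value of 1e-04, a score of 40. Both were filtered to a score above 50, the P-value of 1e-05 in the paper's methods. The lists hold no read counts, so the depth of each library is unknown, and a deeper library gives more called sites. Sites were called shared when they had at least 1 bp in common. Shares are given with 95% Wilson intervals, which cover counting error only. Chance overlap was described by placing the sites at random on their own chromosomes 1000 times.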

Enriched DNA was sequenced using a next generation sequencer and sequenced tags were mapped to the human genome (Fig.2A). We obtained 1125 significant RUNX1 binding sites in vehicle-treated cells and 2040 in DHT-treated cells using MACS (ref. 21, *P*-value < 1.0E-5, Fig.2B). 

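There were 2148 RUNX1 binding sites in vehicle-treated cells and 2649 in DHT-treated cells, 1.23 times as many with DHT. The ratio was 1.95 over the lists as deposited. Most sites lay close to the threshold, with a median score of 55.51 in vehicle and 55.61 in DHT, and were narrow, with median widths of 102 and 115 bp. Only 662 vehicle sites and 921 DHT sites passed a P-value of 1e-06. The lists had few sites in common. Of the DHT sites, 231 (8.72%, interval 7.70 to 9.86%) overlapped a vehicle site, and of the vehicle sites, 243 (11.3%, interval 10.0 to 12.7%) overlapped a DHT site. No random placement gave more than 4. The shared share was 1.97% in the lowest 25% of the DHT scores and 23.5% in the highest 25%. Of the 231 shared DHT sites, 130 (56.3%) also lay on a binding site of EZH2, the polycomb methyltransferase, in DHT-treated cells, against 8 of the 2418 other DHT sites (0.331%). Without sites on an EZH2 site, a setting chosen after seeing the data, 3.73% of the DHT sites were shared. The highest score in both lists belonged to one region of hg18 chromosome 6, from 58886089 to 58887322, with a score of 1893.03 in vehicle and 1222.53 in DHT. This region was also called in the EZH2 list and in both AR lists. Its score therefore need not mark binding of RUNX1, and the lists cannot tell it from a region that any antibody brings down. Away from AR sites, the highest DHT sites lay on chromosome 20 from 61158481 to 61159476 (score 660.88) and on chromosome 17 from 70021685 to 70022815 (score 615.84), and both were also called in vehicle. The nearest genes are not given, because the annotation used here is of GRCh37.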

We have previously reported significant DHT-dependent ARBSs (defined by MACS *P*-value <1.0E^−5^) in a previous publication [20]. 

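RUNX1 binding sites of DHT-treated LNCaP cells lay on AR binding sites far more often than chance placement gave. The AR list used here is that of siControl-transfected, DHT-treated LNCaP cells (27984 sites), not the earlier list to which the paper refers. Of the RUNX1 sites with DHT, 788 (29.7%, interval 28.0 to 31.5%) overlapped an AR site, against a median of 13 and at most 27 over the random placements. In vehicle-treated cells, 173 RUNX1 sites (8.05%, interval 6.98 to 9.28%) lay on these AR sites. Without the sites found in all 5 lists, the share was 28.1% with DHT and 4.98% with vehicle. Among EZH2 sites of DHT-treated cells, 77 (2.70%, interval 2.16 to 3.36%) lay on an AR site, and 0.678% without the sites found in all 5 lists. Sites found in all 5 lists lie on an AR site by definition, so leaving them out can only lower these shares. Strong RUNX1 sites lay on AR sites more often than weak ones. With DHT, the share rose from 11.5% in the lowest 25% of the scores through 16.1% and 25.4% to 65.9% in the highest 25%. Seen from AR, 765 AR sites (2.73%) carried a RUNX1 site with DHT, and these were strong AR sites, with a median AR score of 1126.56 against 125.4 for the others. Among the 5 AR sites with the highest scores, those on chromosome 15 from 30054922 to 30055904 (score 3233.06), chromosome 18 from 54052766 to 54053853 (score 3230.05) and chromosome 3 from 121756940 to 121758316 (score 3173.28) carried RUNX1. Below these, 61 AR sites share an identical score, so the order at the top need not follow binding strength. The highest RUNX1 site on an AR site that had neither an EZH2 nor a vehicle RUNX1 site lay on chromosome 8 from 27392471 to 27392902, with a RUNX1 score of 451.73. The paper reports overlap of ARBSs with RUNX1 sites, and by qPCR an androgen-dependent recruitment of RUNX1 to representative ARBSs.

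**Figure D1:**
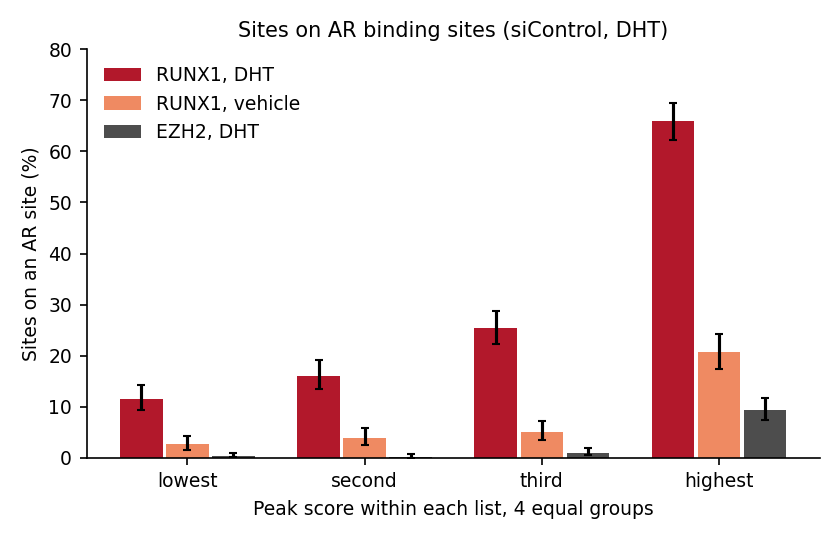
Share of binding sites (y axis, %) that overlap an AR site of siControl-transfected, DHT-treated cells, in 4 equal groups by peak score within each list (x axis). Bars are 1 library each, error bars are 95% Wilson intervals, and RUNX1 with DHT stands above RUNX1 with vehicle and EZH2 in each of the 4 groups, at 65.9% in the highest.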

As we expected, overlap of ARBSs with RUNX1 binding sites was observed and we validated androgen-dependent RUNX1 recruitment to representative ARBSs (Fig.2C-D, Supplementary Fig.2A). In addition, analysis of global RUNX1 ChIP-seq signals has revealed the distribution of RUNX1 bindings around the peak centers of significant ARBSs (Fig. 2E). 

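The reads behind the heat map are not used here, and distances between peak centres were taken in their place. RUNX1 sites of DHT-treated cells were concentrated at the AR peak centres. Within 250 bp of an AR peak centre lay 757 RUNX1 sites with DHT (28.6%) and 162 with vehicle (7.54%). These shares depend on the P-value, with 12.4% and 4.17% over the lists as deposited, 51.2% and 12.4% at 1e-06, and 64.9% and 18.8% at 1e-10. Within 1 kb lay 821 sites with DHT and 232 with vehicle. At 10 kb there were 1094 sites with DHT and 577 with vehicle, where 200 random placements gave medians of 410 and 324.5. The EZH2 sites served as a comparison. Of these, 70 (2.45%) lay within 250 bp of an AR peak centre 118 within 1 kb and 412 within 10 kb, against random medians of 14, 52 and 440.5. The median distance from the nearest AR peak centre was 20643 bp for RUNX1 with DHT, 35723 bp for RUNX1 with vehicle and 53017 bp for EZH2.

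**Figure D2:**
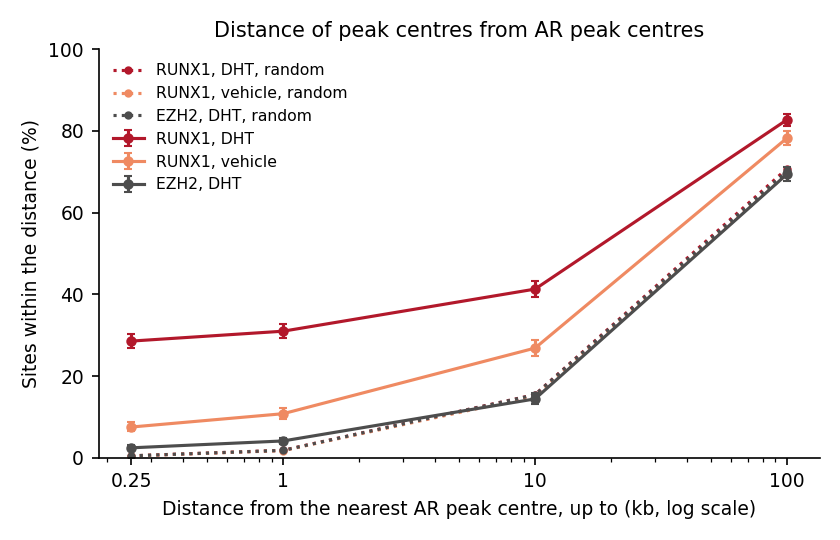
Share of sites (y axis, %) whose centre lies within a given distance of the nearest AR peak centre (x axis, kb, log scale). Solid lines are the observed sites with 95% Wilson intervals and dotted lines the median of 200 random placements. The gap between RUNX1 with DHT and random placement is already present at 0.25 kb, at 28.6%.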

The enriched motifs of transcription factors in RUNX1 binding sites were analyzed using HOMER [22]. Interestingly, the canonical RUNX1 binding motifs were not enriched (0.5% of all binding sites) although FOXA1 and AR motifs were enriched (Fig.2F), suggesting indirect binding of RUNX1 in ARBSs by binding to AR.

**Figure 2:**
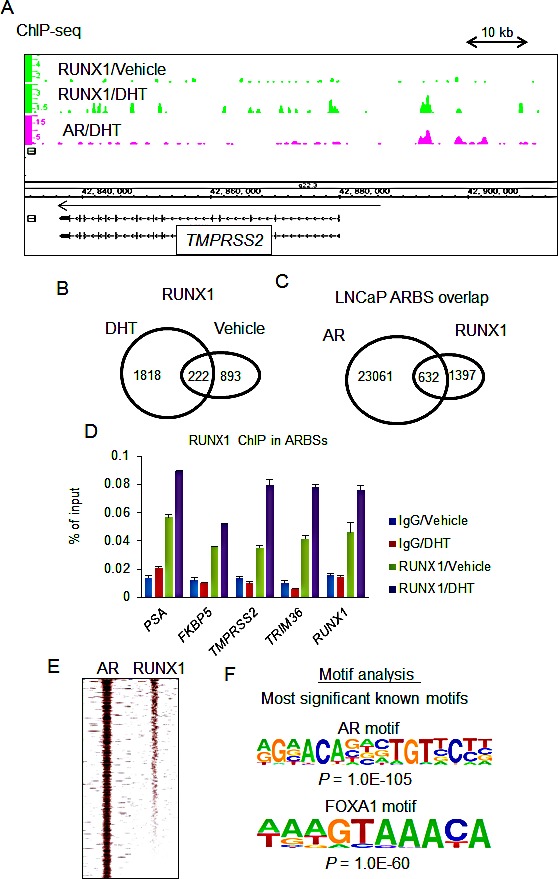
Genome-wide analysis of RUNX1 by ChIP-seq (A) Identification of RUNX1 binding sites by ChIP-seq. RUNX1 ChIP-seq analysis was performed in LNCaP cells. Cells were treated with vehicle or DHT for 24 h. Mapping of RUNX1 and AR binding sites in the vicinity of a representative androgen-regulated gene, *TMPRSSS2* on chromosome 21. (B) RUNX1 binding sites (*P* < 10^−5^) were determined by MACS. (C) Overlapping of ARBSs with RUNX1 binding sites. Venn diagrams depict the overlap of significant ARBSs with RUNX1 binding sites. (D) Recruitment of RUNX1 to androgen receptor binding sites (ARBSs). LNCaP cells were treated with vehicle or 10 nM DHT for 24 h. ChIP analysis was performed using a RUNX1-specific antibody. Enrichment of the ARBS was quantified using qPCR. Data represent mean + s.d., n = 3. (E) Heat map of RUNX1 binding tag intensity around peaks of AR binding sites (F) Motif analysis of RUNX1 binding sequences demonstrated the enrichment of AR and collaborative factor motifs. We analyzed 200-bp DNA sequences around RUNX1 binding peaks by using HOMER. Top two motifs by this analysis are shown.

### Knockdown of RUNX1 inhibited AR binding and androgen-mediated gene induction

We next analyzed the effect of RUNX1 on AR binding by ChIP-seq. We treated LNCaP cells with short interference RNA (siRNA) targeting RUNX1 or control RNA (siControl) (Fig.3A). 

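AR ChIP-seq was performed in LNCaP cells transfected with siControl or siRUNX1 for 48 h and treated with 10 nM DHT for 24 h, with 1 library analysed here for each siRNA. The series also holds another AR library of siControl-transfected, DHT-treated cells, which was not analysed here. The authors deposited a MACS list for each library in hg18, down to a P-value of 1e-05, with a score per site as for RUNX1. The legend of Fig. 3B also asks for a fold over 10, which was not applied, since the lists give no fold. The siControl list covers 10.0 Mb and the siRUNX1 list 4.32 Mb. The scores reach 3233.06 with siControl and 3227.04 with siRUNX1, and the median site is 312 bp wide with siControl and 232 bp with siRUNX1. Near the top, 61 siControl sites and 21 siRUNX1 sites share an identical score, so the highest scores need not rank sites by binding strength. The scores were used only within their own list. The depth of the libraries is unknown, and the number of called sites moves with the depth and enrichment of a library. Which of the siRNAs against RUNX1 was used for this ChIP-seq is not named in the paper's text.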

We performed AR ChIP after treating cells with DHT. In our ChIP and ChIP-seq study, the number of significant ARBSs obtained was decreased and enrichments of AR binding are inhibited by RUNX1 knockdown, suggesting a positive role of RUNX1 for AR binding (Fig.3B, C). 

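AR binding sites were fewer with siRUNX1 than with siControl, and the missing sites were mostly weak ones. There were 27984 AR sites with siControl and 15783 with siRUNX1, a ratio of 0.564. The siRUNX1 list was the shorter on each of the 23 chromosomes with at least 100 siControl sites. Of the siControl sites, 13199 (47.2%, interval 46.6 to 47.8%) had a siRUNX1 site and 14785 had none. The median score was 301.55 for the sites found again and 77.83 for the sites not found. Of the sites not found, 5004 (33.8%) still passed a P-value of 1e-10. In the lowest decile of the siControl score 7.37% of the sites were found again, in the sixth 46.4%, and in the highest decile 99.9%. When the siControl list was shortened to its highest sites, as many as siRUNX1 has, 72.8% were found again. Among the sites with no siRUNX1 site, the highest lay on chromosome 13 from 50767502 to 50768135 (score 698.22) and on chromosome 3 from 56867399 to 56867802 (score 694.36). In the other direction, 2005 siRUNX1 sites (12.7%, interval 12.2 to 13.2%) had no siControl site. These were mostly near the threshold, with a median score of 55.99, and the highest lay on chromosome X from 6156952 to 6157238 (score 256.31). From the lower number of ARBSs and the weaker enrichment by RUNX1 knockdown, the paper proposes a positive role of RUNX1 for AR binding.

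**Figure D3:**
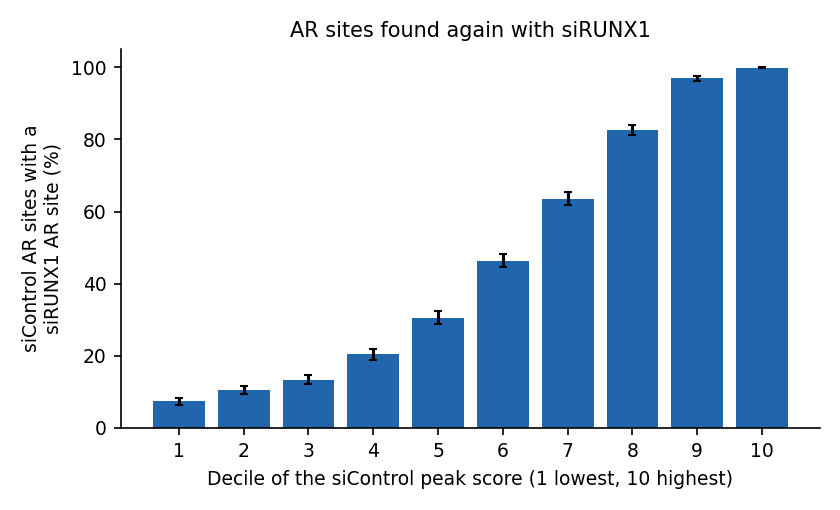
Share of siControl AR sites that overlap a siRUNX1 AR site (y axis, %) by decile of the siControl score (x axis). Bars are shares within each decile, with 95% Wilson intervals, and rise from 7.37% to 99.9%.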

The overlap of ARBSs with RUNX1 binding, and the reduction of ARBSs by RUNX1 knockdown were also observed in VCaP cells (Supplementary Fig.2B). These results indicate a significant role for RUNX1 recruitment to ARBS in AR binding.

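AR binding sites with RUNX1 on them were mostly called again after RUNX1 knockdown. A site counts as found again when a siRUNX1 site was called on it, which does not measure how much AR was bound. By ChIP-qPCR at tested ARBSs, the paper reports weaker AR enrichment after RUNX1 knockdown. Of the 765 siControl AR sites that overlapped a RUNX1 site of DHT-treated cells, 709 (92.7%, interval 90.6 to 94.3%) had a siRUNX1 AR site. Of the 27219 siControl sites without RUNX1, 45.9% had one, and 56 of the 14785 sites not found again (0.379%) carried RUNX1. Sites with RUNX1 have higher AR scores, so they were compared with as many sites without RUNX1 drawn from the same 20 bins of the siControl score. Over 1000 draws, a median of 87.7% (range 85.5 to 89.9%) of the matched sites were found again, 4.97 percentage points fewer than of the sites with RUNX1. After sites on an EZH2 site were left out, a setting chosen after seeing the data, the shares were 93.1% with RUNX1 and a median of 92.7% (range 90.7 to 94.8%) in matched sites. Over all sites, those on an EZH2 site included, the groups lay furthest apart at low AR scores, where few sites had RUNX1. Leaving out sites on an EZH2 site lowered the matched difference from 4.97 to 0.423 percentage points. It took the AR sites with RUNX1 from 765 to 709 and those without from 27219 to 27201. The matched median rose from 87.7 to 92.7%, so the sites with RUNX1 no longer counted tended to have low AR scores. Most of the matched difference over all sites therefore came with sites on an EZH2 site. The deciles were not repeated without them, so the gap at low scores among the remaining sites was not measured. In the lowest decile 8 of 13 sites with RUNX1 (61.5%, interval 35.5 to 82.3%) and 7.12% of those without were found again, in the next 9 of 15 (60.0%, interval 35.7 to 80.2%) and 10.3%, and in the third 12 of 20 (60.0%, interval 38.7 to 78.1%) and 13.0%. In the highest decile all 521 sites with RUNX1 and 2276 of the 2278 without it were found again, which leaves no room for a difference.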

**Figure 3:**
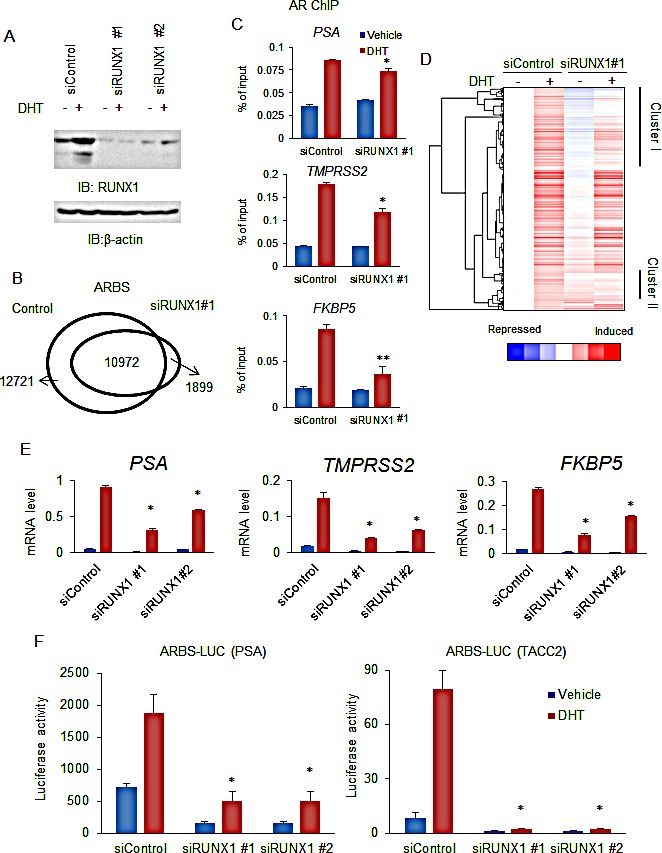
Knockdown of RUNX1 decreased the androgen-responsive transcriptional program (A) Knockdown of RUNX1 by siRNA transfection. LNCaP cells were transfected with siControl, siRUNX1 #1 and #2 (10 nM). Cells were transfected with vehicle or 10 nM DHT for 24 h. Western blot analysis of AR and RUNX1 was performed. β-actin was used as a loading control. (B) ChIP-seq analysis of AR binding with depleting RUNX1 expression. LNCaP cells were treated with siControl or siRUNX1 for 48 h. AR ChIP was performed after DHT treatment for 24h. ARBSs (Fold > 10, *P* < 10^−5^) were determined by MACS. (C) ChIP analysis of AR binding with depleting RUNX1 expression. LNCaP cells were treated with vehicle or 10 nM DHT for 24 h. ChIP analysis was performed using an AR-specific antibody. Enrichment of the ARBS was quantified using qPCR. Data represent mean + s.d., n = 3. (D) Global analysis of RUNX1 effects on androgen regulation of AR-binding genes. LNCaP cells were treated with siControl and siRUNX1 #1. After 48 h incubation, cells were treated with vehicle or 10 nM DHT for 24 h. Microarray analysis was performed and two clusters (Cluster I and II) were identified as genes positively regulated genes by RUNX1. (E) RUNX1 effects on androgen regulation of AR-binding genes. LNCaP cells were transfected with siControl or siRUNX1 #1 and #2 and then treated with 10 nM DHT or vehicle. Expression level of mRNA of genes in cluster I was measured by qRT-PCR. Data represent mean + s.d., n = 3. * *P* <0.01. (F) Effects of RUNX1 on transcriptional activity of AR. LNCaP cells were transfected with siControl or siRUNX1 #1 and #2. Luciferase vectors including PSA and TACC2-ARBSs were used. Cells were treated with 10 nM DHT or vehicle for 24 h. Data represent mean + s.d., n = 3. * *P* <0.01.

Next, we examined the role of RUNX1 expression in androgen-mediated gene induction. We treated LNCaP cells with vehicle or DHT for 24 h after transfecting siRUNX1 or siControl. Then microarray analysis was performed to analyze the expression profile (Fig.3D). There were 895 genes selected as androgen-inducible (over 1.4-fold). Androgen-responsiveness of 620 genes (69%) was repressed by RUNX1 knockdown. Furthermore, qRT-PCR and luciferase analysis also showed that RUNX1 knockdown resulted in the inhibition of androgen-mediated gene and AR transcriptional activity in prostate cancer cells (Fig.3E, F, Supplementary Fig.3). These results indicate the positive effect of endogenous RUNX1 expression in androgen-mediated gene induction.

### RUNX1 promoter is repressed by trimethylation of H3K27 and negatively regulated by EZH2

We analyzed whether RUNX1 is involved in androgen-independent prostate cancer development. By ChIP-seq analysis of histone modifications, we investigated the modification patterns of the *RUNX1* promoter (histoneH3 K4me3, K27me3, and AcH3). We found that the *RUNX1* promoter is occupied with modified histones not only the markers of activation, but also the repressive marker, H3K27me3 (Fig.4A). In prostate cancer cells, EZH2 overexpression is known to promote cancer progression [17]. EZH2 is a part of the polycomb complex that induces gene repression through histone H3K27 methylation. We observed that knockdown of EZH2 enhances the expression of RUNX1 (Fig.4B) and represses H3K27 methylation in the *RUNX1* promoter (Fig.4C). By ChIP assay we further investigated whether the *RUNX1* promoter is associated with EZH2 or not. SLIT2 is a representative target of EZH2 in prostate cancer and its promoter is occupied with EZH2 [23]. In LNCaP cells, we observed EZH2 recruitment, comparable with that of the SLIT2 promoter, to the 5′-upstream region and the promoter of RUNX1 (Fig.4D). By ChIP-seq, we further analyzed the regions occupied by EZH2 and identified multiple EZH2 binding sites in 5′-upstream region of the *RUNX1* gene (Fig.4E). 

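EZH2 ChIP-seq was performed in LNCaP cells treated with DHT for 24 h, with 1 library. The deposited list was made as for RUNX1 and holds 14625 sites down to a P-value of 1e-04, of which 2856 pass 1e-05. These have a median score of 55.25 and a median width of 114 bp. Among the 5 highest, the site on hg18 chromosome 1 from 147121586 to 147122035 (score 766.35) was in no other list. Those on chromosome 6 from 58885034 to 58886087 (score 651.46) and on chromosome 1 from 121185647 to 121186957 (score 635.15) were also called for RUNX1, with vehicle and DHT, and for AR, with siControl and siRUNX1. Their scores therefore need not mark binding of EZH2. No vehicle-treated EZH2 library was analysed here, and the depth is unknown.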

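Between ARBS #1 and ARBS #2, the AR sites that the paper places downstream and upstream of RUNX1, no EZH2 site passed a P-value of 1e-05. The interval was taken from 35031129 to 35619831 on hg18 chromosome 21, a length of 589 kb. At a P-value of 1e-04 it held 4 EZH2 sites, all under 100 bp wide, from 35190179 to 35190277 (score 41.32), from 35286354 to 35286441 (score 42.35), from 35368600 to 35368688 (score 49.90) and from 35388902 to 35388987 (score 41.96). They lay 427, 331, 249 and 228 kb below the start of ARBS #2. RUNX1 is transcribed towards lower coordinates in the GRCh37 annotation, so its 5′-upstream region is on the side of ARBS #2. The primer pair that matches upstream of RUNX1 in GRCh37 lies 275 kb from promoter 1 and 436 kb from promoter 2, further than 2 of these distances and than all 4. No position was converted between the builds, so the EZH2 sites were not placed against the promoters themselves. At this looser threshold the interval held 6.79 EZH2 sites per Mb, against 5.38 per Mb over chromosome 21 and 4.90 per Mb over the genome. Of 1000 random windows of the same length on chromosome 21, 34.6% held as many. At 1e-05, 41.7% of random windows held any EZH2 site. The interval also held 7 AR sites with siControl, 3 with siRUNX1 and 2 RUNX1 sites with DHT at 1e-05, those on the ARBSs included. From histone modifications, EZH2 knockdown, ChIP-qPCR and ChIP-seq, with similar results in VCaP and DU145 cells, the paper proposes that RUNX1 is regulated by EZH2-dependent H3K27 methylation.

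**Figure D4:**
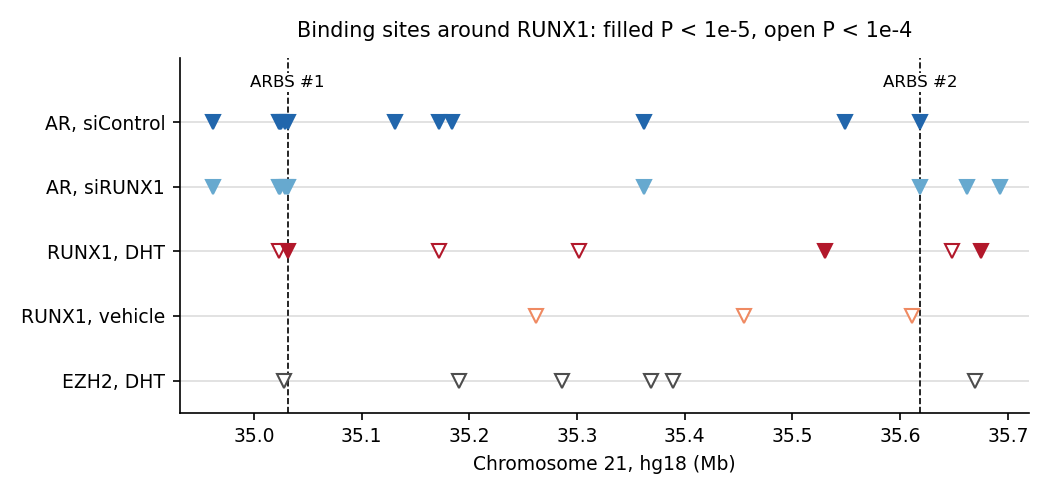
Binding sites of the 5 lists around RUNX1 by position (x axis, hg18 chromosome 21, Mb), 1 list per line. Filled triangles pass a P-value of 1e-05, open ones only 1e-04, and dashed lines are ARBS #1 and ARBS #2. The AR lists were deposited only down to 1e-05. All EZH2 triangles are open.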

Similar results were also observed in VCaP and DU145 cells (Supplementary Fig.4). These results suggest the regulation of RUNX1 by EZH2 dependent H3K27 methylation.

**Figure 4:**
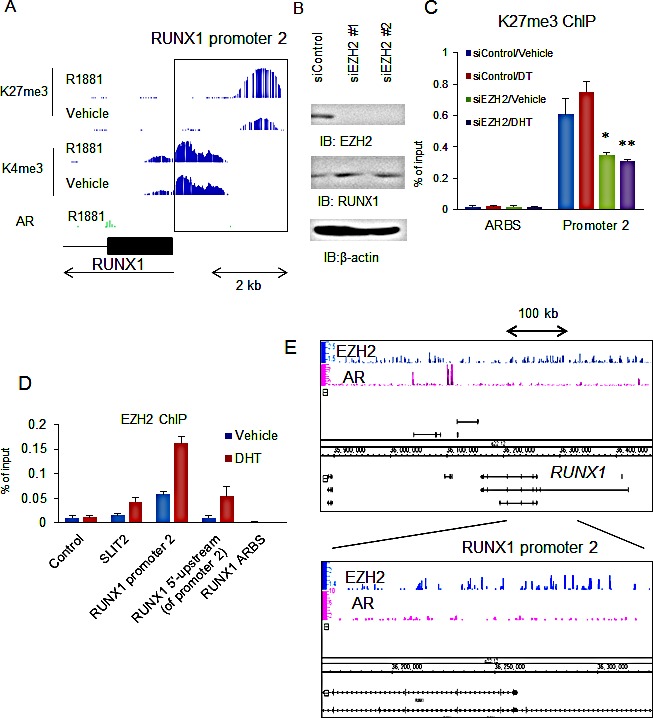
EZH2-dependent H3K27 methylation repressed RUNX1 expression (A) ChIP-seq analysis of the RUNX1 promoter region. LNCaP cells were treated with vehicle or 10 nM R1881 for 24 h. ChIP-seq analysis by K27me3 and AcH3 were performed. Signal distribution at the RUNX1 promoter is shown. (B) Effect of EZH2 knockdown. LNCaP cells were treated with siEZH2 #1 and #2 (10 nM). Western blot analysis of AR and RUNX1 was performed. β-actin was used as a loading control. (C) Analysis of K27me3 at the 5′-upstream region of RUNX1. LNCaP cells were treated with siEZH2 #1 or siControl. After 48 h incubation, cells were treated with vehicle or 10 nM DHT for 24 h. ChIP analysis was performed by using anti-K27me3 antibody. Enrichment of the 5′ upstream region of RUNX1 was quantified using qPCR. Data represent mean + s.d., n = 3. * *P* <0.05; ** *P* <0.01. (D) Analysis of EZH2 recruitment to 5′-upstream region of RUNX1. LNCaP cells were treated with vehicle or DHT. ChIP analysis was performed by using anti-EZH2 antibody. Enrichment of the promoter, 5′-upstream and ARBS regions of RUNX1 was quantified using qPCR. The SLIT2 promoter was used as a positive control for EZH2 recruitment. Data represent mean + s.d., n = 3. (E) ChIP-seq analysis of EZH2 binding at the RUNX1 promoter. LNCaP cells were treated with DHT for 24 h. Distribution of AR and EZH2 binding in RUNX1 regions is shown.

### Knockdown of RUNX1 repressed androgen-dependent, but enhanced androgen-independent prostate cancer cell proliferation

We explored the role of RUNX1 in prostate cancer cell proliferation. In LNCaP cells, we observed that androgen-dependent cell proliferation is inhibited by siRUNX1 transfection (Fig.5A). This effect of RUNX1 knockdown was also confirmed in VCaP cells. Next, we analyzed the role of RUNX1 in AR-negative prostate cancer cells. In DU145 cells, which represent androgen-independent cell proliferation, RUNX1 is expressed and effectively knocked down by siRUNX1 treatment (Fig.5B). By cell counting assays, we showed that proliferation of DU145 cells was promoted by RUNX1 knockdown in contrast to LNCaP cells, where proliferation is repressed (Fig.5C, D). The negative effect of RUNX1 on proliferation is also confirmed by overexpression of RUNX1 in DU145 cells (Fig.5E). We further analyzed whether this growth inhibitory effect of RUNX1 in androgen-independent cells was mediated by the function of EZH2 or not. We showed that RUNX1 knockdown by two different siRNAs promotes cell proliferation (Fig.5F). Surprisingly, the siEZH2-mediated growth inhibition was relieved by RUNX1 knockdown, suggesting EZH2 growth stimulatory effect is mediated partially at least by RUNX1 repression (Fig.5G, H). These results suggested that RUNX1 negatively regulates androgen-independent signaling for cell proliferation despite a positive effect on AR-mediated cell growth.

**Figure 5:**
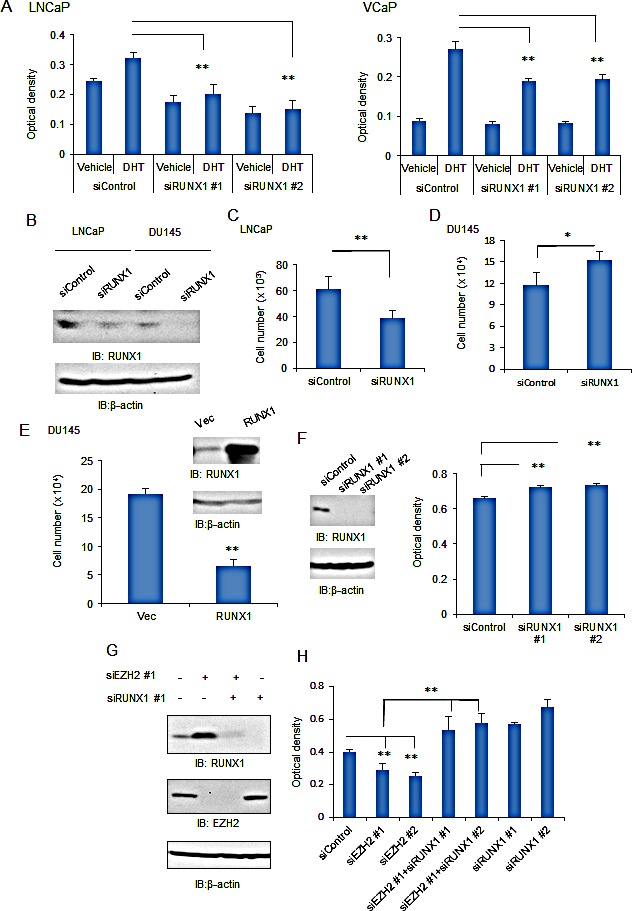
The role of RUNX1 in androgen-dependent and –independent prostate cancer cells (A) Knockdown of RUNX1 showed positive effects on androgen-dependent cell proliferation in prostate cancer. LNCaP or VCaP cells were transfected with siRUNX1 or siControl and then treated with vehicle or 10 nM DHT. Cell growth was evaluated at day 3 by MTS assay. Data represent mean + s.d., n = 4. ** *P* <0.01. (B) Knockdown of RUNX1 in both LNCaP and DU145 cells. Both cells were transfected with siControl or siRUNX1 #1 for 48 h. Western blot analysis of RUNX1 was performed. β-actin was used as a loading control. (C) LNCaP cells were transfected with siRUNX1 #1 or siControl and then the cell proliferation was assessed by cell counting on day 3. Data represent mean + s.d., n = 4. ** *P* <0.01. (D) DU145 cells were transfected with siRUNX1 #1 or siControl and then the cell proliferation was assessed by cell counting on day 3. Data represent mean + s.d., n = 4. * *P* <0.05. (E) Effect of RUNX1 overexpression in cell proliferation of DU145 cells. DU145 cells were transfected with RUNX1 expression vector or control. Western blot analysis of RUNX1 was performed. β-actin was used as a loading control. The cell proliferation was assessed by cell counting on day 3. Data represent mean + s.d., n = 4. ** *P* <0.01. (F) Knockdown of RUNX1 showed negative effects on androgen-independent cell proliferation in prostate cancer. DU145 cells were transfected with siRUNX1 or siControl. Western blot analysis of RUNX1 was performed. β-actin was used as a loading control. Cell growth was evaluated by MTS assay on day 3. Data represent mean + s.d., n = 4. ** *P* <0.01. (G) Knockdown of RUNX1 and EZH2. DU145 cells were transfected with siEZH2, siRUNX1 or siControl. Western blot analysis of RUNX1 and EZH2 was performed. β-actin was used as a loading control. (H) DU145 cells were transfected with siEZH2, siRUNX1 or siControl. Cell growth was evaluated by MTS assay on day 3. Data represent mean + s.d., n = 4. * *P* <0.05; ** *P* <0.01.

### RUNX1 is negatively associated with EZH2 expression in prostate cancer clinical samples

We performed immunohistochemical analysis to examine the protein levels of RUNX1 and EZH2 in clinical samples and to analyze the relationship between these factors (Fig.6A). In both prostate cancer and benign regions, RUNX1 is highly expressed in the nucleus, however, the labeling index (LI) of RUNX1 is decreased in prostate cancer tissues with a high Gleason score (Supplementary Table 1). Low RUNX1 expression in prostate cancer tissues was associated with poor cancer-specific survival of the patients (Fig.6B). In contrast, we observed strong expression of EZH2 in the nucleus of prostate cancer tissues, and weak expression in benign prostate tissues surrounding cancerous regions (Fig.6C). In addition, EZH2 expression is associated with poor prognosis of the patients (Supplementary Fig.5). Moreover, a strong negative correlation was observed between RUNX1 and EZH2 expression levels (R = −0.40, *P* < 0.0001, Fig.6D).

**Figure 6:**
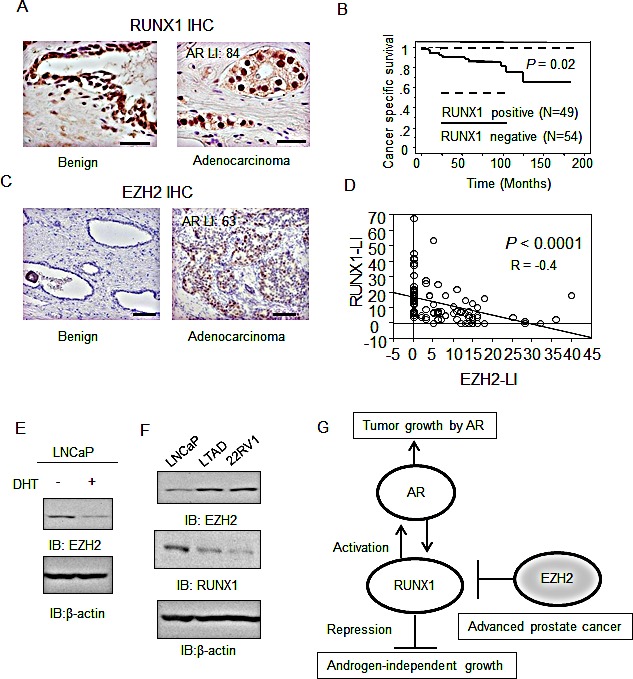
RUNX1 expression is negatively associated with EZH2 expression and loss of RUNX1 indicates a poor prognosis for prostate cancer patients (A) RUNX1 expression in prostate cancer. Immunohistochemistry (IHC) of RUNX1 in prostate cancer and benign prostate tissues (N = 103) was performed. Bar: 50 μm. (B) RUNX1 is a prognostic factor for prostate cancer patients. Kaplan-Meier analysis using the log-rank test was performed. (C) EZH2 is upregulated in prostate cancer. Immunohistochemistry of EZH2 in prostate cancer and benign prostate tissues (N = 103) was performed. Bar: 100 μm. (D) Negative correlation between RUNX1 and EZH2 expression levels. Regression analysis was performed to analyze the correlation. LI: labeling index. (E) Androgen-regulation of EZH2 in LNCaP cells. LNCaP cells were treated with vehicle or DHT for 24 h. Western blot analysis of EZH2 was performed. (F) Expression of EZH2 and RUNX1 in CRPC model cells. Protein expression of EZH2 and RUNX1 in LNCaP and CRPC model cells derived from LNCaP were analyzed by western blot analysis. (G) The role of RUNX1 in prostate cancer progression. RUNX1 promotes androgen-dependent prostate cancer cell proliferation by activating AR. However, in advanced prostate cancer, RUNX1 is downregulated epigenetically by EZH2. This repression would be correlated with another role of RUNX1 as a negative regulator of androgen-independent cell growth.

Additionally, we investigated the expression of RUNX1 and EZH2 in LTAD cells derived from LNCaP cells and 22Rv1 cells that were used as cell models for AR-positive CRPC. We observed EZH2 expression level was repressed by androgen treatment and long-term androgen depletion increased EZH2 expression (Fig. 6E, F). Conversely, RUNX1 expression is repressed by long androgen-depletion (Fig. 6F). Thus, we revealed a significant role of RUNX1 in androgen-dependent and androgen-independent cancer growth and demonstrated that RUNX1 loss could be a diagnostic tool for advanced prostate cancer as modeled in Fig.6G.

## DISCUSSION

In the present study, we first analyzed RUNX1 function in androgen-dependent prostate cancer growth because we found that RUNX1 expression is induced by androgen treatment. To analyze global transcriptional function, we then extensively mapped RUNX1 binding sites in the prostate cancer genome and identified RUNX1 is recruited to AR binding sites by direct interaction with AR. Our microarray analysis demonstrated that androgen-mediated gene induction is repressed by RUNX1 knockdown. Cell proliferation assays indicate the positive role of RUNX1 in androgen-dependent prostate cancer growth. Thus, the androgen-regulated RUNX1 positively enhances the transcriptional activity of AR.

Investigation of the role of *RUNX* genes in cancer started with the discovery of *RUNX1* as an important translocation breakpoint in leukemia [24], and dysregulation of RUNX-mediated gene expression has also been linked to the development and progression of malignancy [13]. Interestingly, RUNX1 was found in both normal and cancerous prostate cells [25]. The expression level and functions of RUNX1 in aggressive prostate cancer have not been fully investigated, although a single nucleotide polymorphism (SNP) in the *RUNX1* locus was found to be associated with the survival of prostate cancer patients, suggesting the significance of RUNX1 in prostate cancer [26].

Importantly, low expression of RUNX1 is associated with poor prognosis of the patients and high Gleason score in our clinical prostate cancer samples. This result raises the possibility that repression of RUNX1 could lead to promotion of tumor growth in advanced prostate cancer. Therefore, we analyzed the role of RUNX1 in androgen-independent cells. In AR-negative hormone-refractory prostate cancer, DU145 cells, RUNX1 knockdown enhances cell proliferation. These findings indicated that RUNX1 has dual roles in prostate cancer as a positive regulator by promoting AR binding and a negative regulator by modulating AR-independent signals. The poor outcome of prostate cancer with low expression of RUNX1 could be in line with this negative role of RUNX1 in prostate cancer growth. The downstream signals of RUNX1 in AR-negative prostate cancer cells require investigation to understand the specific role of RUNX1 in growth inhibition in AR-independent prostate cancer. Meanwhile, analyses of the RUNX1 transcriptional networks in previous studies have documented the activation of tumor suppressors, such as p19 [27] or p21 [28], or the inhibition of oncogenes by RUNX1 binding [29] for cancer progression. Therefore, AR-independent and RUNX1-regulated signals, which remain to be clarified, may be important for prostate cancer progression.

EZH2 plays a central role as a catalytic enzyme involved in histone H3 Lys 27 trimethylation (H3K27me3) which silences transcription [17]. The expression of EZH2 is correlated with CRPC progression [17, 30]. Tumor suppressors such as DAB2IP have been reported as EZH2 or PRC2 targets [31]. A recent report suggested an H3K27me3-independent mechanism of EZH2 by working as a co-activator of AR for gene activation in CRPC model cells [30]. Moreover, EZH2 is important in maintaining the pluripotency of embryonic stem cells or prostate cancer stem cells [32-34]. By investigating the histone modification of genes in prostate cancer, we found that the *RUNX1* promoter is occupied with H3K27me3 and that EZH2 is bound to the region. Clinical and cell-based experimental results indicate that RUNX1 and EZH2 are negatively correlated. Thus, we consider RUNX1 as a target of EZH2 in prostate cancer. Furthermore, the result of our cell proliferation assay indicates that RUNX1 repression is critical for the role of EZH2 for cell proliferation. Interestingly, we observed that EZH2 is androgen-repressed in LNCaP cells and upregulated in CRPC model cells such as LTAD and 22Rv1 cells. This result is in line with the past report in which EZH2 was found to be overexpressed in another CRPC cell line, abl cells [30]. We demonstrated that RUNX1 expression is downregulated in such cell lines. This RUNX1 repression may also be mediated by androgen-depletion because RUNX1 is a direct target of AR as shown in the present study. We expect that the transition of RUNX1 expression levels may be useful for a diagnostic marker for CRPC.

We unexpectedly identified a dual role for RUNX1 in prostate cancer progression. 1) To support AR activity and androgen-dependent cell growth, RUNX1 expression is required in AR-positive cells. 2) RUNX1 could exhibit EZH2-mediated tumor suppressive effects in prostate cancer development and progression, as suggested by clinical data. In AR-negative cell lines, RUNX1 knockdown enhances, while RUNX1 overexpression inhibits, the growth of prostate cancer cells. Our results indicated that RUNX1-mediated gene regulation, which is AR-independent, inhibits the cell growth. Based on these results, we speculate that RUNX1 may be essential for the survival of prostate cancer cells as AR is the key signal factor in clinical prostate cancer progression. In contrast, a reduction in RUNX1 expression, not overexpression, is required to prevent AR-independent growth inhibitory effect on prostate cancer cells. Further characterization of RUNX1-transcriptional networks and clinical analyses in context-specific conditions would reveal further details of prostate cancer progression.

In summary, this is the first report that both AR and EZH2 regulate RUNX1 and that RUNX1 was shown to have differential functions in androgen-dependent and androgen-independent prostate cancer cells. In addition, our clinical study indicated that low expression levels of RUNX1 would be an indicator of poor prognosis of prostate cancer patients. These findings suggest that the transition of RUNX1 expression could be a critical step for the progression of prostate cancer.

## METHODS

### Cell culture and reagents

Prostate cancer cell lines were purchased from ATCC (Manassas, VA). VCaP cells were grown in Dulbecco's Modified Eagle Medium supplemented with 10% FBS. LNCaP, DU145, and 22Rv1 cells were grown in RPMI medium supplemented with 10% FBS, 50 U/mL penicillin, and 50 μg/mL streptomycin. LTAD cells were grown in phenol-red–free RPMI medium supplemented with 10% charcoal-stripped FBS [19]. For androgen treatment, we treated cells with 1 or 10 nM R1881 or 10 nM dihydrotestosterone (DHT). The antibodies used in this study were RUNX1 (Upstate, Billerica MA), RUNX1 (Abcam, Cambridge, UK; ab23980), EZH2 (BD Biosciences, San Jose, CA; 612666), H3K27me3 (Abcam, ab6002). Other antibodies and reagents used have been previously described [18, 19].

### Small interfering RNA (siRNA)

For siRNA experiments, we purchased siRNAs targeting *EZH2 (#1: HSS176652, #2: HSS176653)* and a negative control siRNA from Life Technologies (Carlsbad, CA). The sequences of siRNA targeting RUNX1 are siRUNX1 #1: 5′-CCGCAGAACCAGAACGUUUUC-3′, and siRUNX1 #2: 5′-CCUGCGUUGGACCUUCCUUUU-3′ and we purchased them from Sigma Genosys (Spring, TX). 

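Both siRNA sequences match the first exon of RUNX1 transcripts that start at promoter 2. In GRCh37, CCGCAGAACCAGAACGUUUUC (siRUNX1 #1) lies on chromosome 21 from 36259600 to 36259620 and CCUGCGUUGGACCUUCCUUUU (siRUNX1 #2) from 36260819 to 36260839, each with 1 match on the chromosome, in the orientation of RUNX1 mRNA. In the GENCODE release 44 annotation on GRCh37, both lie in the 5′ UTR, in exon 1 of RUNX1-202, a transcript that starts at promoter 2. Over all annotated human transcripts, each 21-nt sequence was found in 2 transcripts, RUNX1-202 and RUNX1-203, and in no other gene. Neither sequence lies in an exon of RUNX1-218, the MANE Select transcript, which starts at promoter 1. By western blot, the paper reports knockdown of RUNX1 in LNCaP cells with both siRNAs.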

Cells were transfected with RNA using an RNA interference (RNAi) reagent, Lipofectamine® RNAiMAX Reagent, (Life Technologies) 48–72 h before each experiment.

### Plasmid Construction

For construction of Myc-tagged RUNX1, the RUNX1 coding sequence (NM_001001890.2) was amplified by PCR and inserted into the *Eco*RI and *Xho*I sites of pcDNA3.0 including the Myc tag sequence at N-terminal end. 

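The cloned AR binding sites of RUNX1 were looked up in all 5 binding site lists of LNCaP cells, in hg18. The cloned region of ARBS #1 is 426 bp long, on chromosome 21 from 35031129 to 35031554, and was bound by AR and by RUNX1. The AR site on it spans 35030563 to 35031778 with siControl, with a score of 2610.68, rank 138 of 27984. With siRUNX1 the AR site spans 35031018 to 35031661, with a score of 960.01, rank 590 of 15783. A RUNX1 site from 35031142 to 35031351 lay on it in DHT-treated cells, with a score of 68.4, and none lay on it in vehicle-treated cells. The cloned region of ARBS #2 is 2349 bp long, from 35617483 to 35619831. It held an AR site from 35618316 to 35618919 with siControl, with a score of 606.89, rank 3085, and one from 35618439 to 35618801 with siRUNX1, with a score of 372.4, rank 2505. No RUNX1 site lay on ARBS #2, and no EZH2 site on either region, down to a P-value of 1e-04. Ranks from lists of different lengths do not measure a change in binding.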

For construction of the ARBS-luciferase vectors, the genomic regions (chr. 21: 35031129-35031554 (ARBS #1), and 35617483-35619831 (ARBS #2)) were amplified by PCR. Cloned ARBSs were inserted to the *Mlu*I and *Xho*I sites of the pGL3-promoter vector. PSA-LUC and TACC2-LUC have been described before [19].

### ChIP and ChIP-seq

ChIP and qPCR were performed as previously described [18, 19]. The fold enrichment relative to the IgG-IP control or input was quantified by quantitative PCR (qPCR) using SYBR Green PCR master mix and the ABI StepOne system (Life Technologies). The primer sequences for the detection of ARBSs by qPCR are listed below or described in previous studies [18, 19]. We performed AR, AcH3, K4me1, K4me3, RUNX1, H3K27me3 and EZH2 ChIP-seq in LNCaP cells using an Illumina Genome Analyzer or hiseq (Illumina, San Diego, CA) as described [20]. We also performed AR and RUNX1 ChIP-seq in VCaP cells. These sequence results have been deposited in NCBI's Gene Expression Omnibus (GSE62492). Sequence data Libraries were prepared according to Illumina's instructions. Unfiltered 36-bp sequence reads were aligned against the human reference genome (hg19 or hg18) using CASAVA v1.7 (Illumina). Signal scores of RUNX1 and EZH2 bindings were calculated using model-based analysis of ChIP-seq (MACS, ref. 21) and the threshold of binding sites was the *P*-value of < 1.0 E^−5^. Overlapping regions of RUNX1 and AR binding sites were determined by comparing the regions occupied by AR with those occupied by RUNX1. The regions shared by both peaks were designated as binding sites with overlapping AR and RUNX1. The other regions were classified as unique factor-specific binding sites, as shown in Fig. 2C.

Integrative genomic browser was used for visualization as described [19]. Motif analysis of binding sequences was performed using HOMER [22]. Primers are as follows: RUNX1 promoter 1 (forward: GCTGTGGGTTGGTGATGCT, reverse: GGACGAATCACACTGAATGCA), RUNX1 promoter 2 (forward: GCCAGCGAAGAGTTTCCTAGTC, reverse: GCGTGGCTGCTTTCAACTTT), RUNX1 5′-upstream (forward: GACGCTTGCTACAGACGTGA, reverse: CCACTGCAGGGGTAGTGATT), ARBS #1 (forward: TGATCAGATGCCCTGGAAATATAG, reverse: GCCGATGTCCAGTGTAAGCA), and ARBS #2 (forward: CTGGAACTTCTGTCCCCATC, reverse: TTTGCTGGTGATGGCAAATA).

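Each primer pair matched GRCh37 chromosome 21 once. RUNX1 is on the minus strand, and its main transcripts end at 36160098 and start at 36421599 (promoter 1, RUNX1-218) or 36260987 (promoter 2, RUNX1-202). The promoter 1 amplicon, from 36421443 to 36421507, begins 0.092 kb inside the start of RUNX1-218 and overlaps an annotated RUNX1 exon. The promoter 2 amplicon, from 36261753 to 36261826, lies 0.766 kb upstream of the start of RUNX1-202, in an intron of the longer transcripts. The 5′-upstream amplicon, from 36626641 to 36626816, lies 205 kb upstream of promoter 1. The amplicon of the primers listed as ARBS #1, from 36696717 to 36696857, lies 275 kb upstream of promoter 1. Both upstream amplicons fall in an intron of 1 long annotated RUNX1 transcript. The amplicon of the primers listed as ARBS #2, from 36109436 to 36109587, lies 50.5 kb downstream of the RUNX1 3′ end. It is between RUNX1 and CLIC6 (36041293 to 36090525, plus strand). No annotated transcript spans it in full, and transcripts that overlap only a part of it were not looked for. The nearest annotated gene other than RUNX1 is LINC00160, a long non-coding RNA.

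**Figure D5:**
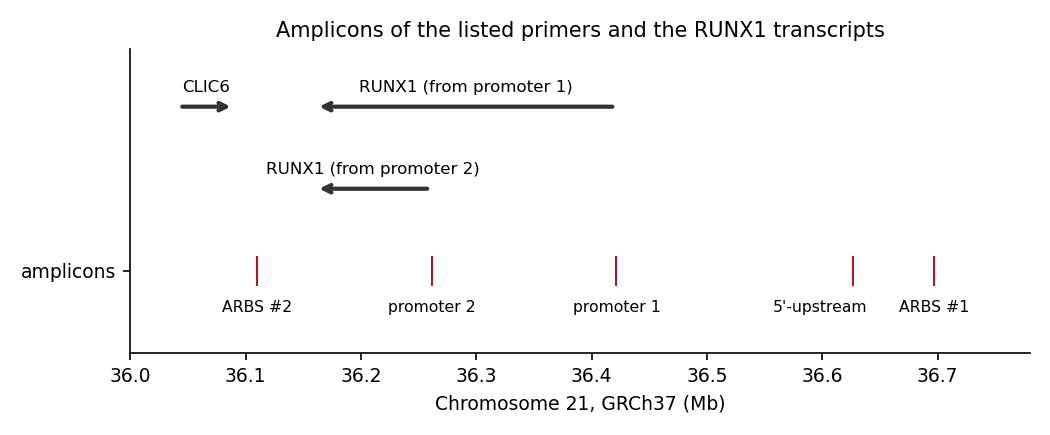
Positions of the amplicons (red marks) and of CLIC6 and the RUNX1 transcripts from promoter 1 and promoter 2 (arrows in the direction of transcription) on GRCh37 chromosome 21 (x axis, Mb). The amplicon listed as ARBS #2 lies downstream and that listed as ARBS #1 upstream of RUNX1.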

### Cell proliferation assay

Cells were plated at 3 × 10^3^ cells per well in 96-well plates. For RNAi experiments, cells were transfected with siRNA 24 h after cell plating. The MTS [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, inner salt] assay was performed using the CellTiter 96^®^ Aqueous MTS reagent (Promega, Madison WI), according to the protocol provided by the manufacturer. The experiment was performed five times. For cell counting, cells were trypsinized and counted using the trypan blue exclusion method to quantify cell viability.

### Western blot analysis and immunoprecipitation

For immunoprecipitation, 1 mg of cell lysate protein was incubated with anti-AR and anti-Myc antibody or normal rabbit IgG at 4°C overnight. The mixture of cell extract and antibody was then incubated with protein G-Sepharose beads (Amersham Biosciences, Piscataway, NJ) at 4°C for 2 h, and washed 4 times with NP-40 lysis buffer. The immunoprecipitated proteins were boiled for 5 min in Laemmli sample buffer and separated by SDS-PAGE. Immunoblotting was performed as described [19].

### Quantitative reverse transcriptase-PCR (qRT-PCR)

Total RNA was isolated using ISOGEN reagent. First strand cDNA was generated using the PrimeScript RT reagent kit (Takara, Kyoto, Japan). Expression levels were quantified by qPCR as previously described [19]. The primer sequences for RUNX1 are as follows: forward: ACTTCCTCTGCTCCGTGCT, reverse: GCGGTAGCATTTCTCAGCTC.

### Statistical analysis

For the cell proliferation assay, we analyzed 4 wells. For cell line experiments, statistical differences (*P*-values) among groups were obtained using a two-sided Student's *t*-test. All experiments were performed at least twice and similar results were obtained. *P*-values less than 0.05 were considered statistically significant. Statistical analyses were performed using GraphPad Prism 5 software (GraphPad Software, San Diego, CA) or MS Excel. The association between immunoreactivity and clinicopathological factors was evaluated using the Student's *t*-test, a cross-table with the chi square-test, or the correlation coefficient (*r*) and regression equation. The cancer-specific survival curves were generated according to the Kaplan-Meier method, and the statistical significance was calculated using the log-rank test.

### Microarray

For expression microarrays, the GeneChip Human Exon 1.0 ST Array (Affymetrix, Santa Clara, CA) was used according to the manufacturer's protocol. Data analysis was performed using the Affymetrix Microarray Suite software. To compare arrays, normalization was performed on data from all probe sets. For cluster analysis, we used Cluster 3 (downloaded from Eisen laboratory). The data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE62454.

### Luciferase assay

Cells were transfected with pGL3 vectors including ARBSs and tkTK-pRL by using the FuGENE HD reagent (Promega, Madison, WI). At 24 h after transfection, the cells were treated with 10 nM DHT or vehicle for 24 h, and the luciferase activities were determined as previously described [19].

### Prostate cancer cohort and immunohistochemistry (IHC)

We obtained prostate cancer samples (N = 103) from surgeries performed at the University of Tokyo Hospital (Tokyo, Japan). The Tokyo University ethics committee approved this study, and informed consent was obtained from each patient before surgery. The ages of the patients ranged from 52 to 78 years (mean, 67 years), and pretreatment serum prostate-specific antigen (PSA) levels ranged from 1.2 to 136 ng/mL (mean, 16.7 ng/mL). Other clinicopathological parameters are shown in Supplementary Table 1. Formalin-fixed tissues were embedded in paraffin and sectioned. A Histofine Kit (Nichirei, Tokyo, Japan), which employs the streptavidin-biotin amplification method, was used and the antigen-antibody complex was visualized with 3,3′-diaminobenzidine solution (1 mM 3,3′-diaminobenzidine, 50 mM Tris-HCl buffer [pH 7.6], and 0.006% H_2_O_2_). In an immunohistochemical analysis, the immunoreactivity was evaluated in more than 1000 carcinoma cells for each case. The percentage of immunoreactivity (LI: labeling index) was determined by trained pathologists [19]. Cases of LI > 10 were considered positive.

## SUPPLEMENTARY MATERIAL, FIGURES AND TABLES

# Supplementary material for: RUNX1, an androgen- and EZH2-regulated gene, has differential roles in AR-dependent and -independent prostate cancer
**Source:** Oncotarget. 2014 Dec 10;6(4):2263–76. doi: 10.18632/oncotarget.2949
**Supplement:** Supplementary file 1

RUNX1, an androgen- and EZH2-regulated gene, has differential roles in AR-dependent and -independent prostate cancer

Supplementary Material

Supplementary Table 1: Association between RUNX1 immunoreactivity and clinicopathological parameters in 103 human prostate carcinomas.

Value	n	RUNX1 LI (%)	<i>P</i> value
Age* (years)			0.59 (r = -0.054)
PSA* (ng / ml)			0.41 (r = -0.083)
Stage (Jewett Staging Sysyem)			
B	33	13.9±2.6	
C	59	11.8±1.4	
D1	11	15.1±3.8	0.60
pT			
pT1-2	34	16.2±2.7	
pT3-4	69	11.2±1.2	0.55
pN			
pN0	92	12.6±1.3	
N1	11	15.1±3.8	0.71
Gleason score			
2-6	40	16.1±2.4	
7-8	30	13.2±1.6	
8-10	33	7.4±1.6	**0.0059**

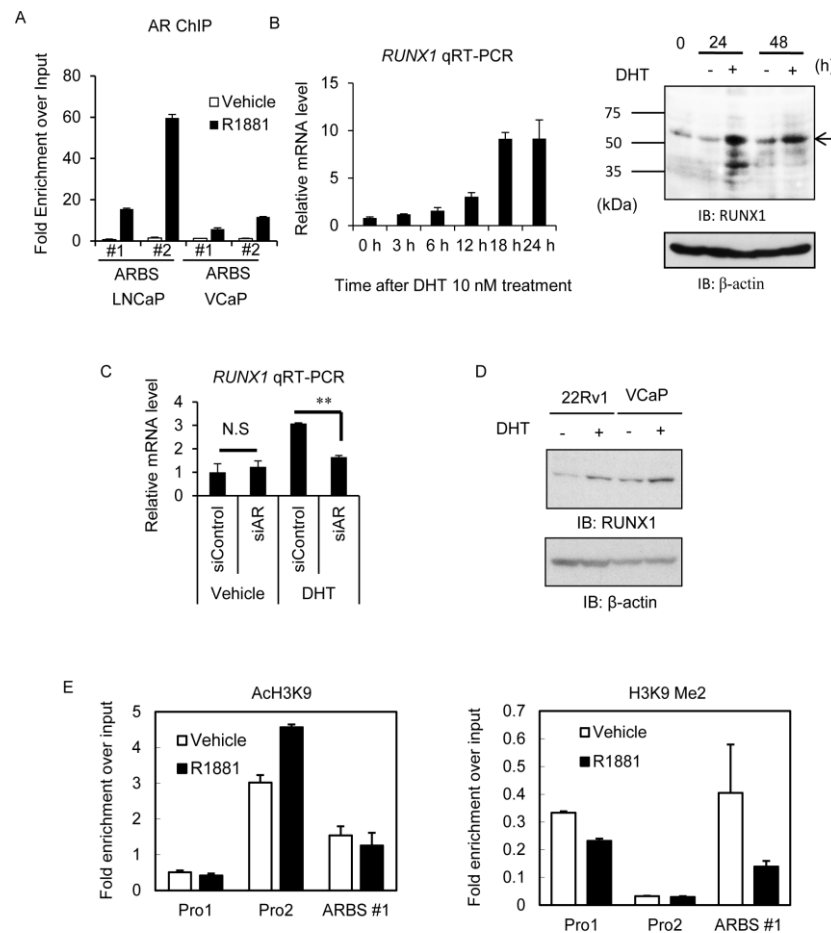

Supplementary Figure 1: AR recruitment and androgen regulation of RUNX1.

(A) ChIP analysis of AR at RUNX1 ARBSs identified by ChIP-seq. Both LNCaP and VCaP cells were treated with vehicle or 1 nM R1881 for 24 h. ChIP analysis was performed by using anti-AR antibody. Enrichment of RUNX1 ARBS #1 and #2 was quantified using qPCR. Data represent mean + s.d., n = 3.

(B) Induction of RUNX1 mRNA and protein by DHT treatment. LNCaP cells were treated with vehicle or DHT for 3, 6, 12, 18 and 24 h. Expression level of RUNX1 mRNA was measured by qRT-PCR (left). Data represent mean + s.d., n = 3. Western

blot analysis was performed to analyze RUNX1 protein (right).

(C) Androgen-dependent RUNX1 induction is inhibited by AR knockdown. LNCaP cells were transfected with siControl or siAR for 48 h. Cells were treated with Vehicle or 10 nM DHT for 24 h. Expression level of RUNX1 mRNA was measured by qRT-PCR. N. S: not significant, ** $P < 0.01$.

(D) RUNX1 induction by androgen at other cell lines. AR positive prostate cancer cell lines (22Rv and VCaP cells) were treated with vehicle or 10 nM DHT for 24 h. Western blot analysis of RUNX1 was performed. Data represent mean + s.d., $n = 3$.

(E) Histone modification patterns at RUNX1 promoter. LNCaP cells were treated with vehicle or 1 nM R1881 for 24 h. ChIP analysis was performed using anti-AcH3K9 and K9me2 antibodies. Enrichment of histone modification at the RUNX1 promoter 1 (Pro1) and 2 (Pro2) and RUNX1 ARBS #1 was quantified using qPCR. Data represent mean + s.d., $n = 3$.

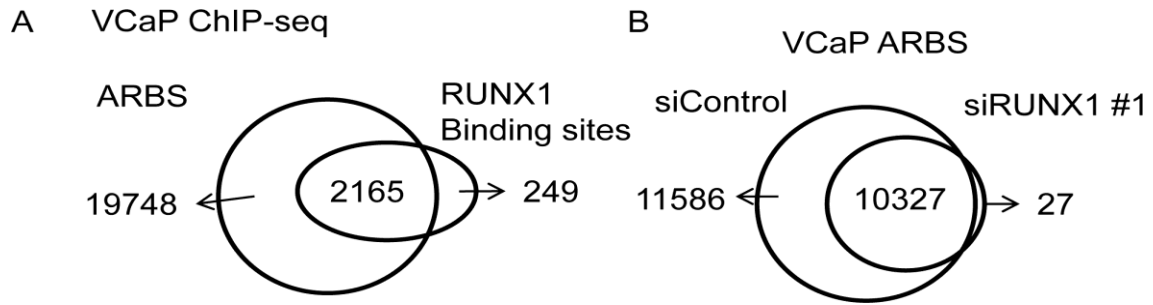

Supplementary Figure 2: ChIP-seq analysis in VCaP cells

(A) Identification of RUNX1 binding sites by ChIP-seq. RUNX1 ChIP-seq analysis was performed in VCaP cells. Cells were treated with 10 nM DHT for 24 h. RUNX1 binding sites ($P < 10^{-5}$) were determined by MACS. Overlapping of ARBSs with RUNX1 binding sites. Venn diagrams depict the overlap of significant ARBSs with RUNX1 binding sites.

(B) RUNX1 knockdown decreased AR binding. VCaP cells were treated with siControl or siRUNX1 #1 and then cells were treated with 10 nM DHT for 24 h. AR binding sites ($P < 10^{-5}$) were determined by MACS.

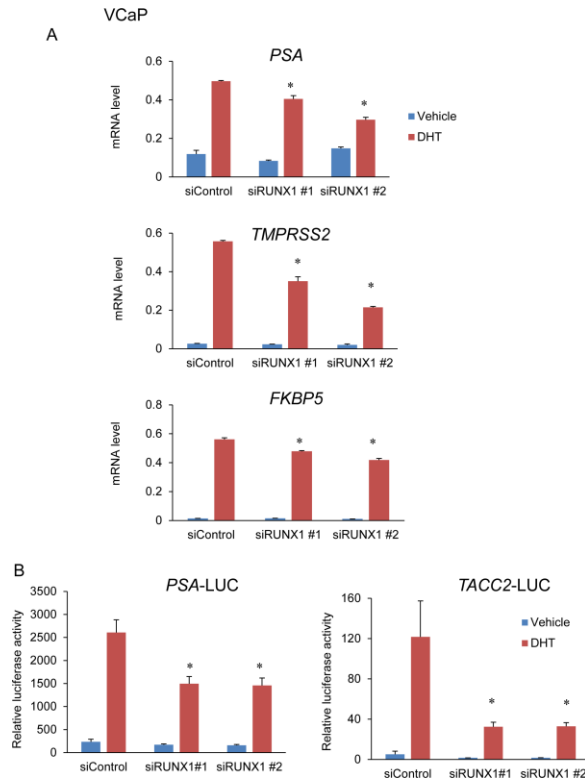

Supplementary Figure 3: Effects of RUNX1 in AR-mediated transcriptional activity in VCaP

(A) RUNX1 effects on androgen regulation AR regulated genes. VCaP cells were transfected with siControl or siRUNX1 #1 and #2 and then treated with 10 nM DHT or vehicle. Expression level of mRNA was measured by qRT-PCR. Data represent mean + s.d., n = 3. * $P < 0.05$.

(B) Effects of RUNX1 on transcriptional activity of AR. LNCaP cells were transfected with siControl or siRUNX1 #1 and #2. Luciferase vectors including PSA and TACC2-ARBSs were used. Cells were treated with 10 nM DHT or vehicle for 24 h. Data represent mean + s.d., n = 3. * $P < 0.05$.

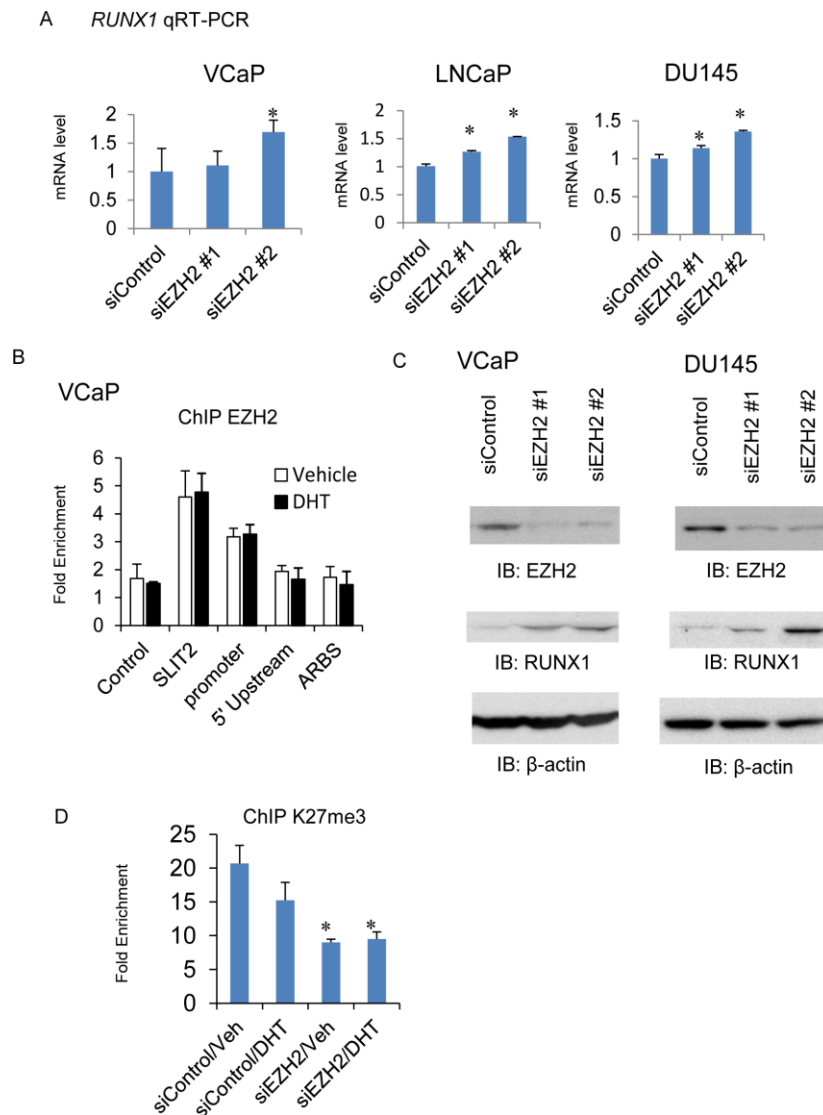

Supplementary Figure 4: Regulation of RUNX1 by EZH2 in prostate cancer cells.

(A) Effects of siEZH2 on RUNX1 mRNA expression in prostate cancer cells. LNCaP,

DU145 and VCaP cells were transfected with siEZH2 for 48 h. Expression level of

mRNA was measured by qRT-PCR. Data represent mean + s.d., n = 3. * $P < 0.05$.

(B) Analysis of EZH2 recruitment to promoter region of RUNX1. VCaP cells were

treated with vehicle or 10 nM DHT. ChIP analysis was performed using anti-EZH2

antibody. Enrichment of the promoter, 5'-upstream and ARBS regions of RUNX1 was quantified using qPCR. The SLIT2 promoter was used as a positive control for EZH2 recruitment. Data represent mean + s.d., n = 3.

(C) Effects of siEZH2 on RUNX1 protein expression in prostate cancer cells. VCaP and DU145 cells were transfected with siEZH2 for 48 h. Expression of RUNX1 was analyzed by western blotting.

(D) Analysis of K27me3 at the 5'-upstream region of RUNX1. VCaP cells were treated with siEZH2 #1 or siControl. ChIP analysis was performed by using anti-K27me3 antibody. Enrichment of histone modification at the 5'-upstream region of RUNX1 was quantified using qPCR. Data represent mean + s.d., n = 3. * $P < 0.05$.

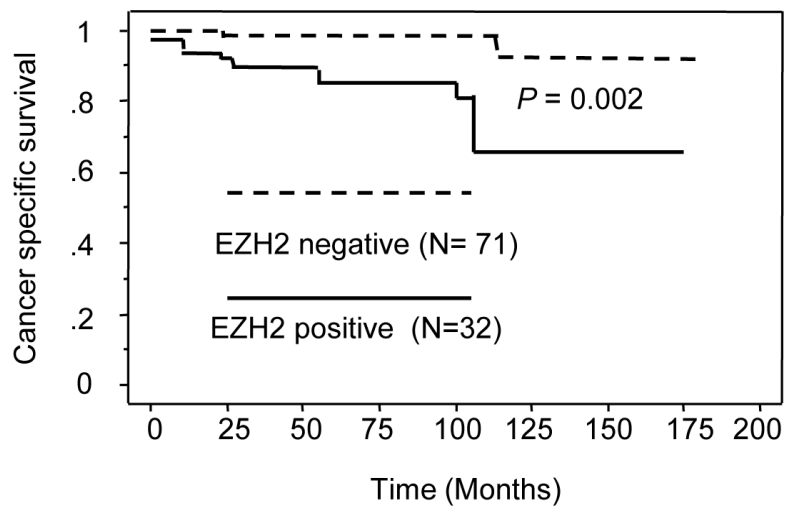

Supplementary Figure 5: Association of EZH2 expression with prognosis in prostate cancer patients. We performed EZH2 immunohistochemistry in Figure 6 (N = 103). Kaplan-Meier analysis using the log-rank test was performed.

How the deposited data were processed for this re-analysis (not part of the article)

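ChIP-seq binding sites of LNCaP cells were analysed for 5 libraries, 1 per condition: RUNX1 with vehicle, RUNX1 with 10 nM DHT, EZH2 with DHT, and AR with DHT after transfection of siControl or siRUNX1. DHT treatment lasted 24 h and transfection 48 h. The series holds 23 samples in all. The other samples, among them the R1881 and histone modification libraries and another AR library of siControl-transfected, DHT-treated cells, were not analysed here, and neither were the VCaP experiments, the microarrays or the clinical data of the paper.

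According to the paper, unfiltered 36-bp reads were aligned with CASAVA v1.7 to hg19 or hg18 and sites were called with MACS. The submitters' processing notes name CASAVA 1.7 and 1.8.2, Bowtie 0.12.8, SAMtools and hg18. The coordinates are those of hg18. The version of MACS, the control library and the handling of duplicate reads are not given in the sources used here. The lists that the authors deposited give, for each site, its position and a score, −10 times the log10 of the P-value from the peak caller. Sites were called in each library on its own. The lists hold no reads, so the depth of each library is unknown, no signal was compared across libraries, and a score was used only to filter or rank sites within its own list. The number of sites in a list and the share of another list found in it move with depth and enrichment.

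The RUNX1 and EZH2 lists were deposited down to a P-value of 1e-04 and the AR lists down to 1e-05. All were used at 1e-05, a score above 50, as in the paper's methods. The fold over 10 in the legend of Fig. 3B could not be applied, since the lists give no fold. Start positions were counted from 1. Sites that had at least 1 bp in common were called shared. Each share has a 95% Wilson interval, which covers counting error only. As a description of chance, the sites of a list were placed at random on their own chromosomes 1000 times with their own widths (200 times for distances), between the outermost sites of any list on that chromosome. AR sites with RUNX1 were compared with 1000 draws of as many AR sites without RUNX1 from the same 20 bins of the siControl score. EZH2 sites at RUNX1 were compared with 1000 random windows on chromosome 21. With 1 library analysed per condition, no test across samples was possible and no p-value across conditions was computed.

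Before the data were examined, the results, their main settings, the alternatives and the rule for named sites were fixed. The rule names both ARBSs of RUNX1 and the sites between them, and the 5 highest sites of the AR siControl, EZH2 and RUNX1 vehicle lists and of defined classes (RUNX1 sites with DHT on and off AR sites, AR sites not found again with siRUNX1, and AR sites found only with siRUNX1). The text prints a part of these. The alternatives were the lists as deposited, P-values of 1e-06 and 1e-10, an overlap of 50% of the shorter site, peak centres within 250 bp, leaving out the sites found in all 5 lists, chromosomes 1 to 22 and X only, random shifts by 20 to 100 kb, other AR and RUNX1 lists, other matching bins, 100 kb more on each side of the interval at RUNX1, and 1 kb around its ARBSs. Leaving out sites on an EZH2 site of the deposited list, and 50 score bins, were added after seeing the data.

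Motifs and nearest genes of the binding sites were not analysed here, because the genome and annotation used are of GRCh37 and the lists of hg18, and no coordinates were converted. The primers and siRNA sequences in the paper's methods were matched, with no mismatch allowed, to GRCh37 chromosome 21, and the siRNA sequences also to the GENCODE release 44 transcripts on GRCh37. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used. The overlap code was tested on simulated data, where it found all of 200 AR-site overlaps planted in a list of 2649 RUNX1 sites, and its overlap counts for RUNX1 with DHT on AR equalled those of bedtools 2.31.1. The matched comparison was tested on 25 simulations of 765 AR sites with RUNX1. With no difference planted it returned a mean of 0.374 points (SD 1.40), and with 15 points planted a mean of 14.3 (SD 1.61). The simulated share found again rose evenly with the score rank and had no ceiling. In the data, 99.9% of the highest decile was found again. The simulations therefore check the code and do not show that a difference of this size could be seen in the data.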

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

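The tests that leave out or count sites on EZH2 sites among shared and RUNX1-bound sites, and the test of the strongest DHT sites, were chosen only after the overlaps had been seen. The test of score and sharing without EZH2 sites was set before its own result was seen. The counts of EZH2 sites on AR sites with siRUNX1, and of EZH2 sites on AR sites by score, were not among the tests set beforehand. All other tests were set before their results were seen.

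Sites of different antibodies coincided above every random placement at the main settings, in pairs of lists for which the paper's text gives no count of shared sites (its qPCR in Fig. 2D does compare RUNX1 with vehicle and DHT at representative ARBSs). Of the RUNX1 sites, 211 with vehicle and 138 with DHT lay on an EZH2 site, where random placement gave at most 5 and 6. On AR sites of siControl-transfected cells lay 173 RUNX1 sites with vehicle and 77 EZH2 sites, where random placement gave at most 21 and 30. Without the sites found in all 5 lists these were 104 and 19. Such sites lie on AR sites by definition, so leaving them out can only lower the counts. The 19 EZH2 sites are inside the range of the random placements of the whole EZH2 list (2 to 30). Those placements were not filtered in the same way, so this does not show that the remaining overlap is chance. With DHT, 53 RUNX1 sites overlapped a site of each of the other 4 lists. Of the 20 highest sites, 16 of RUNX1 with vehicle, 12 of EZH2 and 6 of RUNX1 with DHT were in all 5 lists.

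The first pattern is that RUNX1 sites with DHT lie on AR sites more often than random placement gives. Regions that any antibody brings down would place EZH2 sites on AR sites as often, but 2.70% of EZH2 sites (interval 2.16 to 3.36%) lay there, against 29.7% of RUNX1 sites. Clustering of sites in the same domains was tested by shifting each RUNX1 site by 20 to 100 kb, and the highest of 1000 such placements had 30 sites on AR sites, against the observed 788. An explanation that remains, as a hypothesis, is that RUNX1 and AR occupy the same regions under DHT. Cross-linking and shearing that favour open chromatin in RUNX1 and AR libraries alike were not tested.

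The second pattern is that few RUNX1 sites are shared by vehicle and DHT. Sharing rose with the score, from 1.97% in the lowest 25% of the DHT scores to 23.5% in the highest, and without sites on EZH2 sites from 1.13% to 9.52%, but EZH2 sites on AR sites rose likewise, from 0.282% to 9.32%, so the rise does not tell sites near the threshold, which another library would not call again, from a change of binding. Being near the threshold does not explain the strongest DHT sites, since of the 208 with a P-value below 1e-10, 129 had no vehicle site even in the list as deposited (38.0% had one, interval 31.7 to 44.7%). Regions that any antibody brings down may make up much of what is shared, since 56.3% of the shared DHT sites lay on an EZH2 site, although the interval reaches down to 49.8%. A change of RUNX1 binding with DHT and a lower depth or enrichment of the vehicle library both stay open.

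The third pattern is the lower number of AR sites with siRUNX1. A loss of AR binding only where RUNX1 sites were called could not by itself make the list this short. Only 765 of the 27984 siControl sites carried RUNX1, and the siRUNX1 list held 15783 sites. Of the siControl sites without a RUNX1 site, 45.9% were found again (interval 45.3 to 46.5%). The list lengths kept this share low in advance, so it adds no separate evidence. Lower depth could also remove such sites, so a loss at RUNX1 sites beside lower depth stays open. RUNX1 binding below the threshold of the caller stays open as well. Lower depth or enrichment of the siRUNX1 library as the whole cause was tested by score-matched sites, where those with RUNX1 were found again in 92.7%, above the range of the matched draws (85.5 to 89.9%), which is neither the equal share nor the lower one that the test could read, and without sites on EZH2 sites in 93.1%, inside the range (90.7 to 94.8%). A weaker AR signal at all sites after RUNX1 knockdown predicts equal shares in this comparison as well, so with no depth and 1 library analysed per siRNA it cannot be told apart from lower depth or enrichment (another AR library of siControl-transfected, DHT-treated cells in the series was not analysed here). EZH2 sites on AR sites were not fewer with siRUNX1 (91, 3.19%, interval 2.60 to 3.90%) than with siControl (77, 2.70%, interval 2.16 to 3.36%). These counts cannot decide on lower depth, because the intervals overlap and the same EZH2 sites are counted against both lists. Sites found in all 5 lists lie on AR sites with both siRNAs by definition, and without them 19 of the siControl count remained. The control used for calling is also not known.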

How the results depend on the processing

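Leaving out sites on EZH2 sites and 50 score bins were chosen after seeing the data. No paired analysis was possible because 1 library per condition was analysed here. Except for the density of EZH2 sites at RUNX1, no result changed direction under any alternative that was run. At the main threshold the interval between its ARBSs held 0 EZH2 sites per Mb, below chromosome 21 (1.05) and the genome (0.957). In the list as deposited it held 6.79 per Mb, above both (5.38 and 4.90). Without sites on EZH2 sites, the difference between AR sites with RUNX1 and matched sites stayed positive. Its 95% range over the draws, -0.846 to 1.69, includes 0. In 49 comparisons with an alternative the value stayed within its 95% interval, or the count within 1.5 times, and in 48 it did not. The counts depend on the P-value. As deposited, at 1e-06 and at 1e-10 there were 5967, 662 and 133 RUNX1 sites with vehicle and 11651, 921 and 208 with DHT, with DHT to vehicle ratios of 1.95, 1.39 and 1.56, and of 1.32 without sites on EZH2 sites. AR sites at 1e-10 numbered 16745 with siControl and 8493 with siRUNX1, and the siRUNX1 to siControl ratio was 0.537 at 1e-06 and 0.507 at 1e-10. In the same order (as deposited, 1e-06, 1e-10), the share of RUNX1 DHT sites in vehicle was 3.37, 16.2 and 24.5%, the share on AR sites 12.8, 53.5 and 70.7% with DHT and 4.36, 14.5 and 23.3% with vehicle, the share of EZH2 sites on AR sites 0.609, 5.93 and 16.2%, and the share of RUNX1 sites within 250 bp of an AR centre 12.4, 51.2 and 64.9% with DHT and 4.17, 12.4 and 18.8% with vehicle. Sites found in all 5 lists are shared and on AR sites by definition, so leaving them out can only lower the shares. Without them, 28.1% of RUNX1 DHT, 4.98% of RUNX1 vehicle and 0.678% of EZH2 sites lay on AR sites. Of the RUNX1 DHT sites, 6.86% were then shared with vehicle. Without sites on EZH2 sites, 3.73% were shared and 4.76% of the vehicle sites lay on AR sites. Against shifted placements the sharing was 158 times the random mean, against 401 times for placement anywhere on the chromosome. On AR sites found with both siRNAs lay 27.5% of the RUNX1 DHT sites. The share of siControl AR sites found again with siRUNX1 was 48.6% at 1e-06, 48.7% at 1e-10, 70.1% at 1e-10 in siControl only, 72.8% when the siControl list was shortened to as many sites as siRUNX1, and 46.2% with an overlap of 50% of the shorter site. The difference between AR sites with RUNX1 and matched sites, 4.97 points, was 2.91 with the RUNX1 list as deposited, 6.42 with centres within 250 bp, and 0.423 without sites on EZH2 sites. Between the ARBSs of RUNX1 there were 4 EZH2 sites in the list as deposited. Apart from the P-values, the list length and the regions that define a setting, the cause of these shifts was not tested. Motifs and nearest genes, with their windows, were not run. Depth is unknown for every library, which limits each count of sites and each statement that a site is missing from a list.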

Differences from the paper's values

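No setting named in this part was chosen after the data had been seen. The paper's text gives 1125 RUNX1 binding sites in vehicle-treated cells at a P-value of 1e-05, and the deposited list holds 2148 at that threshold. None of the alternatives set before the data were examined brings the count within 1.5 times of the paper's. They gave 5967 sites in the list as deposited, 662 at 1e-06, 133 at 1e-10, 2089 without the sites found in all 5 lists and 2102 on chromosomes 1 to 22 and X. For DHT the paper's 2040 sites stand beside 2649 here.

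The paper describes multiple EZH2 binding sites in the 5′-upstream region of RUNX1, from ChIP-seq with a P-value threshold of 1e-05 in its methods. Between ARBS #1 and ARBS #2, an interval that also holds the gene itself, the deposited list has 0 EZH2 sites at that threshold and 4 at 1e-04, and with 100 kb more on each side 0 and 6. The 4 sites lie 228 to 427 kb below ARBS #2, and in GRCh37 the upstream primer pair is 275 kb from promoter 1 and 436 kb from promoter 2, so at 1e-04 the paper's description of multiple upstream sites can hold. The 4 sites are weak, with scores of 41.32 to 49.90, and 34.6% of 1000 random windows on chromosome 21 held as many. No position was converted between the builds.

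In its text and the legend of Fig. 1B, the paper places ARBS #1 downstream and ARBS #2 upstream of RUNX1. In GRCh37 the primers listed as ARBS #1 match 275 kb upstream of promoter 1, and those listed as ARBS #2 match 50.5 kb downstream of the 3′ end. In the coordinates given for the cloned regions, ARBS #1 has the lower position, which for a gene on the minus strand is the downstream side, as in the text.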

Other observations

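The comparisons of shared and unshared sites, and the choice of the sites near RUNX1 to report, were made after the data had been seen. Within 100 kb of the interval between the ARBSs of RUNX1, AR sites clustered just beyond ARBS #1. With siControl, 4 further AR sites lay between 35022613 and 35029309 on hg18 chromosome 21, with scores of 516.89, 343.58, 114.95 and 390.83. With siRUNX1, 3 of these places still had an AR site, with scores of 237.59, 100.81 and 71.89. At a P-value of 1e-04, a RUNX1 site with DHT (35022814 to 35022935, score 43.07) lay on the first of them, and an EZH2 site lay from 35027831 to 35027906 (score 43.29). Within the interval, an AR site from 35361896 to 35362158 was found with siControl (score 128.56) and siRUNX1 (score 116.22), while those with siControl at 35130856, 35171764, 35183895 and 35548243 (scores 50.08 to 193.7) had none with siRUNX1. On the site at 35171764 lay a RUNX1 site with DHT at 1e-04 (35171794 to 35171901, score 49.31). Beyond ARBS #2, AR sites at 35661811 (score 62.48) and 35693023 (score 53.43) were found with siRUNX1 and not with siControl. A RUNX1 site with DHT away from any AR site lay from 35530280 to 35530425 (score 60.02).

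Of the RUNX1 vehicle sites that were shared with DHT, 39.1% (interval 33.2 to 45.4%) lay on an AR site of DHT-treated cells, and of those not shared 4.09% (interval 3.29 to 5.08%). Among the shared sites, 56.8% also lay on an EZH2 site. Of the RUNX1 DHT sites not in vehicle, 28.9% lay on an AR site (interval 27.2 to 30.8%) and 0.331% on an EZH2 site. For the RUNX1 DHT sites shared with vehicle these shares were 38.1% (interval 32.1 to 44.5%) and 56.3%.

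Both siRNAs against RUNX1 match the 5′ UTR of transcripts from promoter 2 and no exon of RUNX1-218, which starts at promoter 1. The lists analysed here measure no RUNX1 transcript. By western blot, the paper reports knockdown of RUNX1 in LNCaP cells with both siRNAs, and by ChIP-seq it finds highly acetylated histone H3 at promoter 2.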
